A study of Mus musculus with 6 samples. Its data were reported in "Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice" (2024).

How the data were processed

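Total RNA of liver macrophages was extracted with an RNeasy Micro kit and made into directional libraries, per the labels. The methods of the study name a directional kit only for another sort, and SMART-Seq HT with Nextera XT for its other bulk libraries. The labels were followed. By the gate of the study the sorted cells were CD11b-positive, Ly6G-negative, Ly6C-low and F4/80-positive, from mice on CDA-HFD; the labels give no number of weeks for these samples. The authors trimmed adapters with Trimmomatic 0.39.0, aligned reads to GRCm38 (mm10) with HISAT2 2.2.1, removed duplicates, counted reads per gene with featureCounts 2.0.1 and converted the counts to TPM. TPM divides out gene length and the library total, so a gene can fall because others rise, and duplicate removal can lower the values of the most abundant genes. The deposited TPM table had 1 column per library, 13886 genes and sums of 996893 to 997633 per library; 2 genes were at 0 throughout, none other stayed at or below 1 TPM in all libraries, and no mitochondrial genome genes were listed. No column was left unused.

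Libraries were grouped by the genotype in their titles, with 3 libraries of separate mice per genotype. The sex and litter of the mice were not given in the labels. The TPM steps of rare genes gave the relative worth of 1 read in each library, and for every gene the smallest whole numbers that reproduce its values (tolerance 0.001 of a read, multiples up to 200000) were taken as reads. All 13886 genes came out whole. A factor shared by all libraries of a gene is lost in this step, so the totals of 8569062, 6497770 and 7220633 reads for Egr2fl/fl replicates 1 to 3 and 7065254, 6729013 and 7487151 reads for Lyz2Cre/+.Egr2fl/fl replicates 1 to 3 are lower bounds, and they carry no main test.

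Genes with a mean of at least 1 TPM over the 6 libraries (13777) were compared on log2(TPM + 1) with limma 3.58.1 (lmFit and eBayes with a mean-variance trend, R 4.3.3), without covariates, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of low genes. Intervals are 95% intervals of that model, and ratios quoted as folds are ratios of mean TPM. Values after ± are the SD of 3 libraries for TPM and the standard error for log2 differences. Gene lists of cell types, macrophage states and pathways were fixed before the data were examined, together with lists given by the study. Those with at least 5 tested members, 42 in all, were tested with camera at a preset correlation of 0.01 between genes and again with the correlation estimated, 2-sided, with Benjamini-Hochberg adjustment over the lists; fry was an alternative. The hLAM and moKC scores carry the names that head them in the gene set table of the study, while a legend of the study gives their sizes the other way round. The shorter list holds Spp1 and Gpnmb and the longer one Clec4f and Cd5l, so the headings were kept. List members were matched by symbol, or by a synonym in the RefSeq gene table where the table of values held only the newer name. The SAM and KC signatures were tested by preranked GSEA in fgsea 1.28.0 with 10000 gene permutations, genes ranked by signal-to-noise ratio of TPM, and an FDR threshold of 0.25. Coordinates are from GENCODE vM21 on GRCm38, in which 13617 of the symbols had a single place.

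Genes were named by a rule fixed before the data were examined. It took Egr2 with the Egr family, the targets and the markers named by the study; the 12 largest rises and 12 largest falls with adjusted p below 0.05, a mean of at least 5 TPM and no overlap between the genotypes, leaving out gene models without a symbol-like name; and up to 4 members of each list with the smallest p. Timd4, Lyve1, Igfbp7, Cd34, Vwf, Calcrl and Flt1 were added after their values were seen, Timd4 being part of a test fixed earlier. Chance alone separates 3 libraries from 3 without overlap for 10% of genes; here 25.2% of tested genes and all 860 called genes were so separated.

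The steps were tested on simulated data made from the means and residual spread of these genes. With 200 of 13777 genes changed, limma found 57% of the 100 genes changed by 1 log2 unit and 80% of the 100 changed by 2, with 7 false calls, and voom found 61% and 72% with 4 false calls. Of 41 simulated lists, camera and GSEA called the 1 with a planted change and 0 others. The genes were simulated as independent, so false calls that come from correlation between list members were not tested. Alternatives covered the pseudocount (0.1, 0.5 and 5), the filter (none, or a mean of 5 TPM), median-of-ratios and quantile scaling, limma without trend or with robust variances, a block for the replicate number, each library left out, stricter or no tests, and lists without genes of other cell types. A voom fit on the recovered reads, a fit without genes of under 30 reads over all libraries, and 2-fold counts and signatures without genes of other cell types were added after seeing the data. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.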

Results

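Bulk RNA sequencing was performed on macrophages sorted from the liver of mice fed CDA-HFD, a high-fat diet without choline in which amino acids replace protein. The diet is a model of metabolic dysfunction-associated steatohepatitis (MASH) in which fat, inflammation and fibrosis build up in the liver. There were 3 libraries from Egr2fl/fl mice, which keep a working Egr2 gene flanked by loxP sites, and 3 from Lyz2Cre/+.Egr2fl/fl mice, in which Cre recombinase made under the Lyz2 promoter of myeloid cells removes it. The table held 13886 genes in TPM, in which each library sums to nearly the same total. The whole reads recovered from the values came to at least 6497770 in the library with the fewest and 8569062 in that with the most. Egr2 rested on at least 1885 reads over all 6 libraries. A single question ran through the design: which genes differ between liver macrophages that keep Egr2 and those that lose it. The Egr2fl/fl mice carry no Cre, so effects of Cre or of its insertion cannot be told apart from those of Egr2 loss.

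Egr2, a zinc finger transcription factor of the early growth response family, was strongly reduced in every Lyz2Cre/+.Egr2fl/fl library. The gene lies on chromosome 10 from 67535475 to 67542188 on the plus strand (GRCm38, GENCODE vM21), and its value covers the whole gene, so reads from any part that was not deleted still count. Egr2 stood at 122.6, 120.2 and 126.1 TPM in Egr2fl/fl replicates 1, 2 and 3 and at 9.08, 9.64 and 10.5 TPM in the Lyz2Cre/+.Egr2fl/fl replicates, a 12.6-fold lower mean. Its log2 fold change on the log2(TPM + 1) scale was -3.53 ± 0.08 (SE, limma adjusted p = 5.75e-06). Egr1, a related immediate early factor, had a mean of 186.7 ± 39.3 TPM (SD, n = 3) against 106.5 ± 32.5 in Egr2fl/fl macrophages, a difference of 0.82 ± 0.22 log2 units that did not pass (limma adjusted p = 0.0906). It passed in 1 of the 6 fits without a library, that without Egr2fl/fl replicate 3 (1.06, adjusted p = 0.0270), and in a fit on the recovered reads that was chosen after seeing the data (voom, adjusted p = 0.0261). Egr3 (log2 difference 0.17 ± 0.21) and the Egr co-repressors Nab1 (0.25 ± 0.06) and Nab2 (-0.09 ± 0.10) did not pass either.

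Across the transcriptome, loss of Egr2 went with more rises than falls. Of 13777 genes tested, 603 were higher and 257 lower in Lyz2Cre/+.Egr2fl/fl macrophages (limma, Benjamini-Hochberg adjusted p below 0.05), and 302 of the higher and 66 of the lower genes changed by at least 2-fold on the log2(TPM + 1) scale. Apart from the microRNA gene Mir7651, the largest falls after Egr2 were in Vsig8, an immunoglobulin domain surface protein (from 82.7 ± 15.2 to 11.6 ± 3.85 TPM, SD, n = 3), the coagulation factor genes F10 (131.1 to 32.6 TPM) and F7 (88.5 to 21.8 TPM), and Siglecf, a sialic acid-binding lectin (9.80 to 1.90 TPM). Dcstamp, which acts in the fusion of macrophages and osteoclasts, was 3.54-fold lower, Alas1, the first enzyme of heme synthesis, 2.95-fold, the protease gene Mmp19 2.81-fold, and Slc7a11, the cystine transporter, 2.79-fold. Of the 12 largest rises, 6 were on a list of endothelial genes, which holds only part of the genes of that cell type. Not on it were the microRNA gene Mir6399, Cd55, Cyp4b1, Gpihbp1, Hspg2 and Clec14a, some of which may be endothelial genes too. After Mir6399, the 12 were led by the water channel gene Aqp1 (from 18.0 ± 3.87 to 130.0 ± 5.71 TPM, SD, n = 3) and Oit3 (7.32 to 54.0 TPM). Cd55, Cyp4b1, Flt4, Gpihbp1, Hspg2, Clec4g, Clec14a, Adgrf5 and Tinagl1 were between 2.50 and 2.63 log2 units higher. Fn1, which encodes fibronectin, fell from 228.0 ± 35.5 to 83.8 ± 40.9 TPM (SD, n = 3, limma adjusted p = 0.0381), and passed in only 1 of the 6 fits that each left out 1 library. The microRNA genes Mir6399 and Mir7651 gave the largest rise and the largest fall under the criteria (3.10 and -3.55 log2 units). Each rested on only 7 recovered reads over all libraries and was listed at 0 in every library of 1 genotype. Leaving out 1 library moved the number of higher genes by more than 1.5 times for Egr2fl/fl replicates 2 and 3 (397 and 381 genes) and Lyz2Cre/+.Egr2fl/fl replicates 1 and 3 (303 and 345), and that of lower genes for Egr2fl/fl replicates 1 and 3 (155 and 167) and Lyz2Cre/+.Egr2fl/fl replicate 1 (136).

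**Figure D1:**
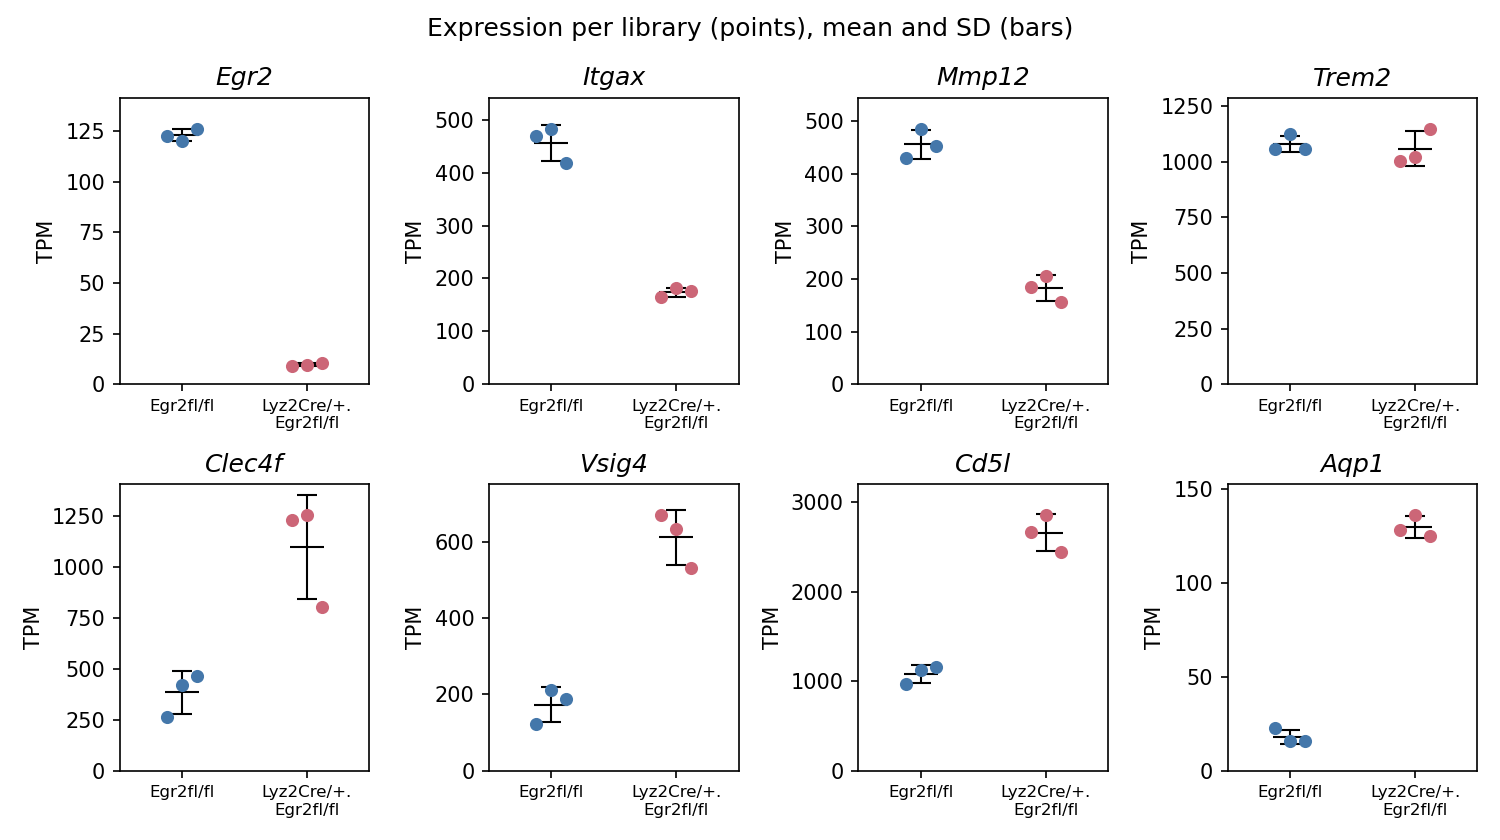
Expression of 8 genes in TPM (vertical axes, each starting at 0) in the 3 libraries of each genotype; points are libraries, and bars give the mean and SD. Egr2, Itgax and Mmp12 are lower in all Lyz2Cre/+.Egr2fl/fl libraries, Trem2 overlaps between the genotypes, and Clec4f, Vsig4, Cd5l and Aqp1 are higher.

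Genes of hepatic lipid-associated macrophages (hLAMs), the lipid-laden macrophages that gather around fat and scar in the diseased liver, were lower without Egr2. Of the 32 members of a list of hLAM core genes, 19 fell and none rose (camera adjusted p = 1.12e-16, median log2 fold change -0.58), and 20 fell and 2 rose when adjusted over the list alone. Itgax, which encodes CD11c, fell from 456.6 ± 34.2 to 174.1 ± 8.72 TPM (SD, n = 3, limma adjusted p = 0.00029). The elastase gene Mmp12 was 2.50-fold lower (456.0 to 182.7 TPM), Anxa1, an anti-inflammatory phospholipid-binding protein, 2.24-fold (343.1 to 153.1 TPM), Fabp5, a fatty acid-binding protein, 1.79-fold, the tetraspanin genes Cd63 1.62-fold and Cd9 1.51-fold. Spp1, which encodes osteopontin, fell from 871.0 ± 130.7 to 545.8 ± 71.7 TPM (SD, n = 3, limma adjusted p = 0.0279), but passed in only 1 of the 6 fits without a library. Trem2, the lipid-sensing receptor that marks these cells, was at 1080 ± 37.2 and 1058 ± 78.6 TPM (SD, n = 3), and the interval of its log2 difference ran from -0.18 to 0.11. Gpnmb, at 811.1 ± 121.5 and 701.2 ± 93.7 TPM (SD, n = 3), did not pass either, with an interval from -0.52 to 0.11. In the longer hLAM score that the study used for single cells, 37 of 86 members fell and 0 rose at the threshold (camera adjusted p = 1.5e-37, median -0.37), and over the list alone 58 fell and 1 rose. Anxa4, a calcium-dependent membrane-binding protein, led that list by p, falling from 330.5 ± 7.31 to 189.6 ± 2.99 TPM (SD, n = 3). Both hLAM lists passed with an estimated correlation too (adjusted p = 0.0481 for the core genes and 0.0221 for the score), and 18 genes are in both.

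Scar-associated macrophage (SAM) genes had a smaller median change than the hLAM lists, with which they share members, and this difference was not tested. Among 46 SAM signature genes, 11 fell, 2 rose and 33 did not pass, with a median log2 fold change of -0.02; adjusted over the list alone, 14 fell and 6 rose. Those that fell included Ccl9, a chemokine (589.3 to 366.5 TPM), the annexin gene Anxa3 (319.6 to 204.7 TPM), Cd63 and Lyz2, the macrophage lysozyme gene (10719 ± 838 to 6502 ± 117.6 TPM, SD, n = 3). The Cre insertion takes up 1 Lyz2 allele in the Lyz2Cre/+.Egr2fl/fl mice. In preranked GSEA by gene permutation the signature had a normalized enrichment score of -1.87 toward the Egr2fl/fl side (FDR = 0.000489), carried by 12 leading genes that included Fn1, Fabp5, Lyz2, Cd63, Ccl9 and Spp1. The same list had camera adjusted p = 0.00136 with a preset correlation and adjusted p = 0.292 with an estimated correlation.

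Kupffer cell genes were higher without Egr2. Kupffer cells are the resident macrophages of the liver sinusoids, and monocytes that settle there can take on much of their expression. Of 31 Kupffer cell core genes, 27 rose and 0 fell (camera adjusted p = 4.67e-27, median log2 fold change 1.32), and 28 rose over the list alone. Clec4f, a galactose-binding lectin specific to Kupffer cells, rose from 383.5 ± 106.3 to 1096 ± 255.2 TPM (SD, n = 3, limma adjusted p = 0.0146). Its call was lost without Lyz2Cre/+.Egr2fl/fl replicate 1 or 2 (highest limma adjusted p = 0.0635) and with the replicate block (limma adjusted p = 0.0601). Vsig4, a complement receptor, was 3.54-fold higher (172.7 to 611.1 TPM), the secreted scavenger protein gene Cd5l 2.46-fold (1082 to 2660 TPM), Cd207, the lectin langerin, 2.53-fold, and Slc40a1, the iron exporter ferroportin, 2.04-fold. Cd163, the hemoglobin scavenger receptor, rose from 7.72 ± 3.52 to 45.5 ± 24.4 TPM (SD, n = 3, limma adjusted p = 0.0149), a call lost without Egr2fl/fl replicate 1 or 3 (highest adjusted p = 0.0602). Timd4, a phosphatidylserine receptor of long-lived resident Kupffer cells, was at 7.38 ± 4.75 and 29.4 ± 15.8 TPM (SD, n = 3) and did not pass (log2 difference 1.88 ± 0.45, limma adjusted p = 0.0598).

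The published Kupffer cell (KC) signature had 62 of 117 members higher and 2 lower (camera adjusted p = 1.79e-23, 77 and 5 over the list alone), with a GSEA normalized enrichment score of 2.24 (FDR = 0.000222). A score at least as large in size came in 4 of the 10 ways to split the libraries 3 against 3, that by genotype among them. Gene permutation does not test for this, so that FDR alone does not tie the score to genotype. Dmpk (176.7 to 384.0 TPM), Serpinb6a (147.1 to 308.6 TPM), Clec1b, the podoplanin receptor CLEC-2 (98.8 to 229.0 TPM), and Cdh5, VE-cadherin (36.1 to 126.3 TPM), had the smallest p in it. The monocyte-derived Kupffer cell (moKC) score had 190 of 523 members higher and 3 lower (camera adjusted p = 1.02e-33, 320 and 6 over the list alone), with a median of 0.29. With an estimated correlation, these Kupffer cell lists had adjusted p = 0.0486 for the core genes, 0.0481 for the KC signature and 0.0408 for the moKC score. The KC signature and the core list share 23 genes, and Dmpk, Serpinb6a and Clec1b of the KC signature are also in the moKC score. These lists are therefore not separate evidence. Over the same libraries, 46 of 50 endothelial genes were higher in Lyz2Cre/+.Egr2fl/fl macrophages, and 4 core genes, among them Cdh5 and Clec1b, are also expressed by endothelial cells.

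**Figure D2:**
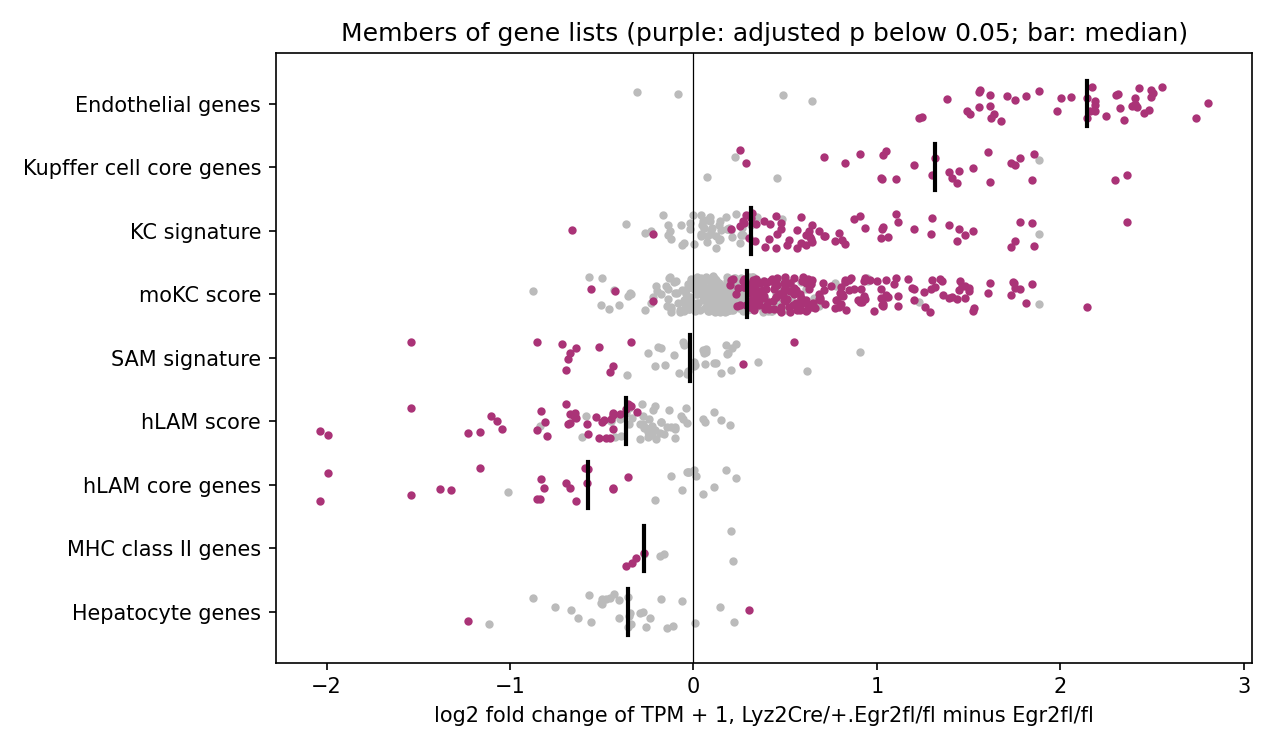
Log2 fold change of TPM + 1 (horizontal axis, Lyz2Cre/+.Egr2fl/fl minus Egr2fl/fl) of each tested member of 9 gene lists; purple points passed an adjusted p below 0.05, grey points did not, and black bars are medians. The median lies at 2.15 for endothelial genes, 1.32 for Kupffer cell core genes and -0.58 for hLAM core genes.

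The list with the largest median change was that of endothelial genes, a cell type outside the sorted gate, at 2.15 log2 units over 50 members (camera adjusted p = 8.25e-46, adjusted p = 0.0525 with an estimated correlation). In it 46 members rose and 0 fell, and 47 rose over the list alone. The lectin gene Clec4g of sinusoidal endothelium rose from 10.5 ± 2.49 to 63.1 ± 3.55 TPM (SD, n = 3), the hyaluronan receptor genes Stab2 from 10.3 to 49.4 TPM and Lyve1 from 5.21 to 33.1 TPM, and Kdr, the VEGF receptor, from 6.63 to 33.8 TPM. Cd34 (log2 difference -0.08 ± 0.14), Vwf (-0.31 ± 0.22), Calcrl (0.65 ± 0.18) and Flt1 (0.49 ± 0.22) did not pass. The listed endothelial genes summed to 315.6, 260.5 and 247.4 TPM in the Egr2fl/fl replicates and to 1133, 1285 and 1254 TPM in the Lyz2Cre/+.Egr2fl/fl replicates. Of the 302 genes higher by at least 2-fold, 46 were on the endothelial list and 56 on a list of some cell type other than macrophages. The count was 245 when all members of such lists were left out of the test. The lists hold only part of the genes of each cell type, so the 245 can still include endothelial genes.

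**Figure D3:**
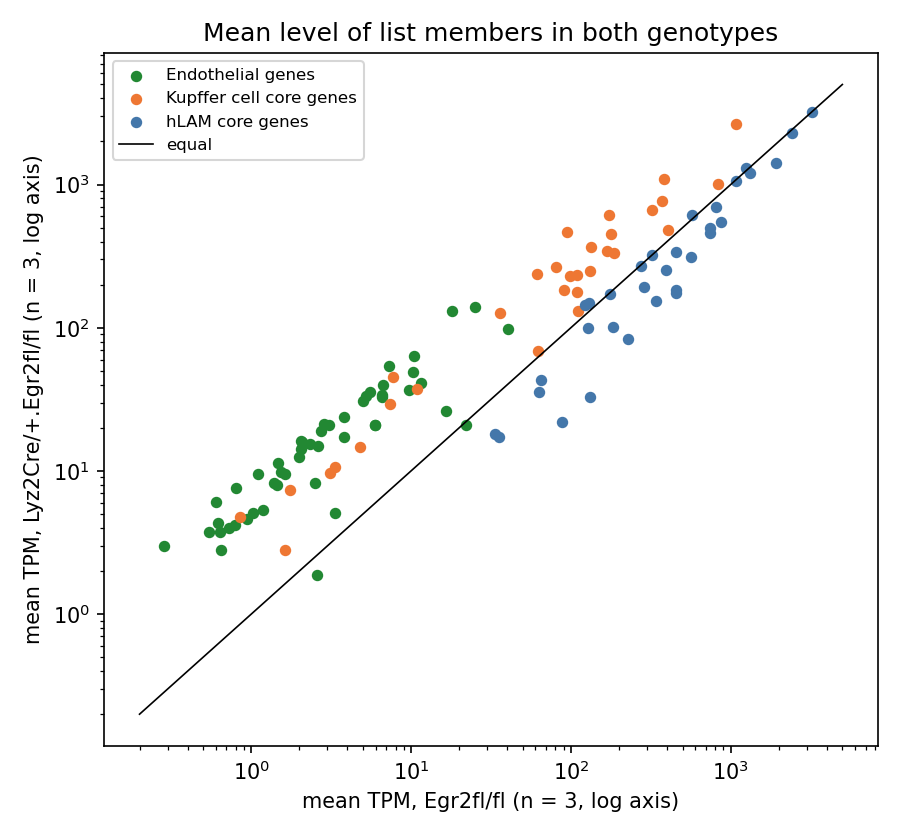
Mean TPM of list members in Egr2fl/fl (horizontal, log axis) and Lyz2Cre/+.Egr2fl/fl macrophages (vertical, log axis), n = 3 libraries each; the line marks equal levels. Endothelial genes lie at low levels and mostly above the line, Kupffer cell core genes at higher levels above it, and most hLAM core genes on or below it.

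General macrophage genes and regulators moved by smaller amounts. Of 18 pan-macrophage genes, 4 rose and 1 fell (6 and 2 over the list alone, camera adjusted p = 0.0722): Adgre1, which encodes F4/80, rose from 923.9 ± 48.4 to 1230 ± 42.3 TPM (SD, n = 3), and Lyz2 was the member that fell. Among 28 macrophage transcription factors, 5 rose and 3 fell (6 and 8 over the list alone, camera adjusted p = 0.564). The nuclear receptor gene Rxra was 1.44-fold and Maf, a factor of resident macrophages, 1.43-fold higher, while Mitf, a regulator of lysosomal genes, was 1.53-fold and Runx3 1.39-fold lower. The 2 targets of Egr2 that the study named, Itgax and Siglecf, both fell. Of the 12 macrophage markers it chose, 6 were higher and 4 lower, over all genes and over the list alone. Both groups were shown by the study on these same samples and are not independent evidence. Monocyte genes had a median of -0.10 over 16 members (camera adjusted p = 0.0722), with Ly6c2 at 17.6 ± 3.60 and 11.1 ± 3.23 TPM (SD, n = 3).

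Markers of the remaining cell types did not rise as endothelial genes did. Hepatocyte genes had a median of -0.36 with 1 of 33 higher and 1 lower (1 and 1 over the list alone, camera adjusted p = 0.00966, adjusted p = 0.71 with an estimated correlation). Their sum stood at 2083 TPM in Egr2fl/fl replicate 3 against 1131 to 1565 TPM in the other 5 libraries. Without that library the median was 0.38. Much of each sum was Trf, the member that rose (858.6 to 1057 TPM), which was at 820.4 TPM in Egr2fl/fl replicate 3. The member that fell was Ass1 (116.2 to 49.1 TPM). Stellate and fibroblast genes had 6 of 18 members higher and 0 lower (6 and 0 over the list alone, median 0.41, camera adjusted p = 0.000498, adjusted p = 0.354 with an estimated correlation), among them the basement membrane genes Col4a1 (5.69 to 22.2 TPM) and Sparc (11.6 to 51.8 TPM), which endothelial cells also make. Lists of neutrophil (median -0.19), dendritic cell (0.24), T and NK cell (-0.31), B cell (0.00), cholangiocyte (-0.12), erythroid and platelet (-0.08) and eosinophil, basophil and mast cell genes (0.79, 5 members) had camera adjusted p between 0.111 and 0.98. Of 42 lists tested, 22 passed with the preset correlation. The other 3-against-3 splits of the libraries called between 13 and 17 lists in this way. A pass at the preset correlation therefore does not by itself mark a difference by genotype. With an estimated correlation 7 passed, those of the hLAM core genes, the hLAM score, the Kupffer cell core genes, the KC signature, the moKC score, scavenger receptor genes and endothelial genes shared with Kupffer cells. The directional fry test asks whether the members of a list shift together in 1 direction, not whether they change more than other genes, and 15 lists passed it. Its mixed form asks whether members change in either direction, and 38 lists passed that.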

Values the study reported

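The study reported that 520 genes differed by at least 2-fold between the genotypes, of which 123 were lower and 397 higher in Lyz2Cre/+.Egr2fl/fl macrophages. For gene set enrichment it took an FDR below 0.25 as significant.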

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

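The voom fit and the fit without rare genes were chosen after seeing the data. Egr2 passed in every fit, with log2 fold changes from -3.68 to -3.12. The count of higher genes was 243 and of lower genes 98 at an adjusted p below 0.01, and limma without trend gave 160 lower genes. Without 1 library the counts ran from 303 to 437 higher and from 136 to 202 lower genes, where fewer samples were fitted. The counts of at least 2-fold were 156 higher and 40 lower with a mean of 5 TPM and 117 and 27 with a pseudocount of 5, both of which remove or shrink low genes by construction; unadjusted p below 0.05 gave 159 lower genes, and a ratio of mean TPM of at least 2 with no test gave 671 higher and 389 lower. The voom fit called 776 higher and 382 lower genes, 800 of the 860 among them with the same direction, and without genes of under 30 reads, 30 of the 860 called genes among them, the counts were 711 and 284. Median-of-ratios scaling moved the share of higher genes among calls from 70.1% to 63.0%. The numbers in the titles were not taken to pair the samples: deviations from the genotype means correlated at -0.03, 0.07 and -0.01 between same-numbered libraries, where Egr2fl/fl replicate 3 is the column named WT4, and only number 2 matched its own number best, although the second principal component put replicate 2 of both genotypes at one end and replicate 3 at the other. With the replicate block, 301 genes were higher and 130 lower, and 190 were higher by at least 2-fold. Of 120 named genes with a call, 80 kept it in all 6 fits without a library and 75 in every fit run; the cause was not tested for the others. With an estimated correlation the endothelial list had adjusted p = 0.0525 and the SAM signature 0.292. Of 42 lists, 22 passed with the preset correlation, 7 with an estimated one and 15 with directional fry. Without 1 library the hepatocyte list ran from -0.94 to 0.38, the latter without Egr2fl/fl replicate 3, which held the most hepatocyte RNA. The GSEA scores of both signatures kept their sides in the reruns made, with another ranking, other filters, signature members left out, or 1 library left out.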

Other observations

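The tests below on drawn gene sets, on the other cell types, on the spread of ratios, on the Lyz1 direction and on the Lyz2 ratio, and all splits but that of the gene count, were chosen after the result was seen. Beyond the macrophage states, several groups of functional genes differed. Scavenger receptor and efferocytosis genes had 15 of 24 members higher and 1 lower (camera adjusted p = 1.77e-09, adjusted p = 0.0481 with an estimated correlation, 16 and 1 over the list alone), with Scarb1, the HDL receptor, going from 220.3 ± 17.7 to 325.1 ± 11.4 TPM (SD, n = 3) and Anxa1 the member that fell; 8 of the members are also Kupffer cell core genes. Complement genes had 7 of 20 higher and 1 lower (11 and 2 over the list alone, camera adjusted p = 0.000867, adjusted p = 0.093 with an estimated correlation), led by properdin, Cfp, from 612.9 ± 9.63 to 961.7 ± 15.4 TPM (SD, n = 3). LXR target genes had 5 of 17 higher and 0 lower (7 and 0 over the list alone, camera adjusted p = 0.000192, adjusted p = 0.237 with an estimated correlation), with the lipid transfer protein gene Pltp 1.61-fold higher. Notch and TGF-beta family genes had 7 of 25 higher and 0 lower (10 and 1 over the list alone, camera adjusted p = 0.000498, adjusted p = 0.237 with an estimated correlation), led by Bmp2 and Eng, which are also on the endothelial list. The list of endothelial genes shared with Kupffer cells had 9 of 14 higher and 1 lower (10 and 2 over the list alone, camera adjusted p = 9.86e-08, adjusted p = 0.0481 with an estimated correlation), including Mrc1, the mannose receptor (186.8 to 331.2 TPM).

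Other lists passed with the preset correlation alone, as 13 to 17 lists did in each of the other splits. MHC class II genes had 0 of 9 higher and 4 lower (0 and 5 over the list alone, median -0.27, camera adjusted p = 6.93e-05, adjusted p = 0.314 with an estimated correlation), among them H2-DMb1 from 595.2 ± 35.3 to 461.3 ± 11.2 TPM (SD, n = 3). Cell cycle genes had a median of 0.50 with 4 of 36 higher (19 over the list alone, camera adjusted p = 6.08e-08), interferon-stimulated genes 0.26 with 4 of 38 higher (6 over the list alone, camera adjusted p = 2.92e-06), among them the antiviral enzyme Oas2 (85.7 to 129.8 TPM), and glycolysis genes -0.12 with 3 of 22 lower (7 over the list alone, camera adjusted p = 0.000131). With an estimated correlation these had adjusted p = 0.424, 0.525 and 0.314. The mean log2 deviation of cell cycle genes from their 6-library means was 0.10, 0.15 and 0.46 in Lyz2Cre/+.Egr2fl/fl replicates 1 to 3. For interferon-stimulated genes it was -0.01 in Lyz2Cre/+.Egr2fl/fl replicate 2, close to -0.03 in Egr2fl/fl replicate 2. Cholesterol synthesis (median -0.19), ribosomal protein (-0.05) and tissue dissociation and heat shock genes (-0.10) had adjusted p = 0.292, 0.371 and 0.615 with an estimated correlation, and pro-fibrotic mediator genes had 3 of 28 higher and 5 lower (7 and 8 over the list alone), with Tgfbi, a matrix protein induced by TGF-beta, 1.43-fold lower and adjusted p = 0.423 with an estimated correlation. Lipid uptake (3 higher and 3 lower of 27, and 3 and 3 over the list alone), lysosome (6 and 2 of 37, 9 and 6 alone), matrix protease (3 and 3 of 21, 7 and 4 alone), alternative activation (2 and 4 of 18, 3 and 4 alone), iron and heme (5 and 0 of 25, 5 and 4 alone), inflammatory cytokine (2 and 4 of 32, 2 and 5 alone) and angiogenic factor genes (3 and 2 of 15, 5 and 4 alone) did not pass as lists. Among their members, Clec7a, the beta-glucan receptor dectin-1, fell from 1357 ± 23.2 to 846.5 ± 16.2 TPM (SD, n = 3), Olr1, the receptor for oxidized LDL, from 26.2 to 9.28 TPM, and the chemokine gene Ccl6 from 896.3 to 666.5 TPM.

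The 3-against-3 design has 10 splits of the libraries, too few for a share under 0.05. The split by genotype called 860 genes and the highest other split 1; for changes of at least 2-fold the numbers were 368 and 1, and in each case 1 split, the one by genotype, reached the value. The split by genotype called 22 lists, and the other splits called between 13 and 17. The SAM score reached 1.87 by genotype and 1.80 in the highest other split. The KC score of 2.24 was reached in 4 of the 10 splits, with a highest other of 2.95.

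The rise of endothelial genes may come from RNA of endothelial cells carried into the Lyz2Cre/+.Egr2fl/fl sort, although the gate on CD11b and F4/80 would remove free endothelial cells, and the most abundant members, Igfbp7 and Aqp1, went from 25.1 and 18.0 to 139.0 and 130.0 TPM. This cannot be told apart from other explanations by how the members moved together: within the 3 Lyz2Cre/+.Egr2fl/fl libraries their median correlation with the mean of the other members was 0.56, past the bound set beforehand, but 228 of 1000 sets of other genes at the same levels reached it too. A lower share of macrophages that raised every other cell type alike is argued against by hepatocyte genes. Their median was -0.36 over 33 members and stayed below the endothelial one without Egr2fl/fl replicate 3. The highest median among 9 lists of other cell types was 0.79, below the endothelial median of 2.15 by more than the SD of its members (0.66). The smaller of these lists decide little. Some had as few as 5 tested members, and some held members already high in Egr2fl/fl macrophages, such as Ear2 (822.7 TPM) and Csf3r (151.8 TPM). A small share of other cells would hardly raise such members. A rise that differed between cell types was not tested. A change of these genes within the sorted macrophages cannot be told apart from carried-over RNA: the SD of log2 ratios was 0.68 over 34 endothelial members, close to the 0.63 of 24 Kupffer cell genes, and both explanations follow the genotype. The bound of this test was moved after both SDs were seen, and by the first one the larger SD would have counted for this explanation.

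The rise of Kupffer cell genes is not explained by endothelial RNA alone, since the 27 core genes not shared with endothelial cells had a median of 1.39, and Cd5l and Clec4f stood at 2660 and 1096 TPM. More resident Kupffer cells, which carry Timd4, in the Lyz2Cre/+.Egr2fl/fl sort could contribute, and the F4/80 gate would not remove such cells. Timd4 differed by 1.88 log2 units, at least as much as the median core gene at 1.32 and more than 28 of the 31 core genes. Timd4 was at 4.75, 12.9 and 4.53 TPM in the Egr2fl/fl replicates and at 18.5, 47.6 and 22.3 TPM in the others, and did not itself pass limma at an adjusted p of 0.0598. Replicate 2 was the highest in both genotypes, and that adjusted p is from the fit without a replicate block, which counts such a shared pattern as error. By flow cytometry and single-cell sequencing, not analysed here, the study found such cells rare in both genotypes and ruled out their increase as the reason. A Kupffer cell program taken on by monocyte-derived macrophages without Egr2 stays open as well and was not tested here, because bulk values do not separate cells of different origin. In its single-cell data the study saw a slightly larger moKC-like cluster and a smaller hLAM-like cluster without Egr2. By flow cytometry it found a larger share of macrophages low in CD11c and the lectin Mincle. Neither was analysed here.

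Lyz1 and Lyz2 lie side by side on chromosome 10 and moved in opposite directions, Lyz1 from 94.7 ± 8.63 to 470.0 ± 44.8 TPM and Lyz2 to 0.607 of its level. Reads of Lyz2 assigned to its near-identical neighbour at the same rate in both genotypes are argued against as the cause. Lyz1 rose by 2.30 log2 units while its neighbour fell. A rate of such reads that differed between the genotypes was not tested, and these directions cannot decide on it. The Lyz2 level is consistent with the loss of 1 allele to the Cre insertion, which a ratio between 0.4 and 0.7 would meet, although quantile normalization ended its call (adjusted p = 0.0505). Variants of another strain around the insertion may also contribute and cannot be told apart, since of 73 genes within 10 Mb, 3 were called (4.11%) against 6.29% elsewhere, and although a share at or below that elsewhere had been set to count against this explanation, the difference lay within sampling noise (Fisher's exact test, 2-sided, p = 0.628). Lyz1 is on the Kupffer cell core list, so an effect of that gene group on it stays open too, as untested.

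At a ratio of mean TPM of at least 2 with no test, 671 genes were higher and 389 lower in Lyz2Cre/+.Egr2fl/fl macrophages. Both are higher than the values quoted from the study. On the log2(TPM + 1) scale with limma, 302 genes were higher and 66 lower by at least 2-fold at an adjusted p below 0.05, and 388 and 159 at an unadjusted p below 0.05. With the adjusted p both counts are lower than those quoted, and with the unadjusted p the count of higher genes is lower and that of lower genes higher. The ratio counts use another measure of fold, so the steps between these counts are not due to the test alone.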
